A study of Homo sapiens with 3 samples. Its data were reported in "Robust partitioning of microRNA targets from downstream regulatory changes" (2020).

How the data were processed

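Small RNA was sequenced from 3 cultures of Flp-In T-REx 293 cells, a derivative of the human embryonic kidney line HEK293 that carries a tetracycline-responsive repressor. Each culture had been transduced with a lentiviral vector, and each group held 1 library: an empty vector (control), a vector with a miR-1 hairpin and a vector with a miR-122 hairpin. Cells were selected for 6 days in 1 mg/mL Geneticin and then received 1 ug/mL doxycycline for 7 days, in the control as in the miRNA lines. Libraries were made from 1000 ng of total RNA.

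The authors trimmed adapters, dropped reads under 18 nt, collapsed identical reads with their multiplicity, and aligned them with miRDeep2 to the human hairpins of miRBase release 21, to which they had appended the sequences of their synthetic hairpins. The deposited values were estimated counts per mature miRNA and hairpin, in which a read that mapped to several hairpins was divided among them. No genome was used in that counting. Fractions occurred in 309 of 2817 rows, of which 241 belonged to the 165 mature miRNAs listed for more than 1 hairpin; the others belonged to miRNAs that share reads with a similar sequence. RPM values, in which each library is scaled to the same total of miRNA reads, were also deposited by the authors, and differed from the counts divided by the library total by at most 0.00652 RPM, so that the induced miRNAs were part of that total. A further pooled total in the deposited table exceeded the sum of the 3 libraries by 21.0% of its own value; the additional libraries were not analysed here, and the pooled total entered only the test of one hairpin described in the closing section. The collapsed reads carried no molecular identifiers, so all intervals and detection limits cover counting error only.

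Counts of a mature miRNA were summed over its hairpins. The table listed 5 synthetic hairpins, for miR-1, miR-122, miR-124, miR-133a and an artificial sequence named i-2.2, and all other miRNAs were treated as endogenous. Endogenous miRNAs with a mean count of at least 10 over the 3 libraries were kept, which left 514 of 1351 with any count. Libraries were scaled by TMM on these miRNAs (edgeR 4.0.16, R 4.3.3), so that the induced miRNAs did not affect the scale. Log2 ratios used a pseudocount of 0.5 counts. The spread of log2 ratios was 1.4826 times their median absolute deviation. With 1 library per group no test between conditions was possible and differences had no replicate check. A two-sided exact binomial test on the rounded counts of 2 libraries, given their scaled sizes, was adjusted by the Benjamini-Hochberg method over the 514 miRNAs; it compares those libraries, not the conditions. A miRNA was counted as different at an adjusted p under 0.05 and a difference of at least 2-fold. The exact p was taken as 2 times the smaller tail. Another two-sided definition, the summed probability of all outcomes no more likely than the observed one, had been used first and was replaced to shorten run time after its counts had been seen; its counts are given in the closing section. A miRNA was detected at a summed count of at least 1. Shares carry 95% Wilson intervals, and a count of 0 was read as at most 3 counts.

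Counting noise was simulated 1000 times by drawing Poisson counts for libraries that differed only in size. The correlation of the comparisons that share the control library was set beside 1000 simulations of unchanged libraries. The median of a miRNA list was ranked among 10000 random lists of the same size matched on deciles of mean count, and correlations between arms, neighbouring genes or GC content and log2 ratios were ranked among 10000 random re-pairings. The lists were the let-7 family, the miR-17-92 and paralogous clusters, and muscle miRNAs.

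The pipeline was tested on simulated data: 514 miRNAs were drawn from the observed means, of which 200 were changed by known folds, all well above 2-fold. The read test called 90.0% of the changed miRNAs, all calls of changed miRNAs had the right sign, and 0 unchanged miRNAs were called. Changes close to 2-fold were not simulated, so the 90.0% does not apply to them. Because that simulation had no variation between cultures, 100 further simulations without any change added a coefficient of variation of 0.2 or 0.3 per library and miRNA. The median number of 2-fold calls between 2 such libraries was then 17 and 63.

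The miRNAs to be named were set before the data were examined: both arms of miR-1 and miR-122, miR-10a-5p and miR-10b-5p, the 5 most abundant endogenous miRNAs of the control library, the 3 with the highest and the 3 with the lowest ratio to control in each comparison among those with a mean count of at least 100, and muscle miRNAs. The groups, tests, lists and processing alternatives were also fixed then. Alternatives covered the scaling, the count filter, the pseudocount, the combining of hairpins, the correlation coefficient, the spread measure, the fold limit, the reference miRNA, down-sampling, and an edgeR exact test with an assumed biological coefficient of variation of 0.2. Coordinates come from GENCODE release 44 on GRCh37, which matched 1300 of 1873 endogenous hairpins; hairpins without a match are named without coordinates. The RefSeq gene table on GRCh38 matched 1847 and was used only for gene names, neighbours and overlaps. Figures were drawn with matplotlib 3.10.9.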

Results

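Small RNA-seq was performed on 3 libraries, 1 each from Flp-In T-REx 293 cells carrying an empty vector, an inducible miR-1 hairpin or an inducible miR-122 hairpin. The hairpins lay in an intron of a doxycycline-inducible GFP reporter. All 3 lines received doxycycline, so the control differed in the vector and not in the drug. The total count of mature miRNA reads was 1636834 in the control library, 2892684 in the miR-1 library and 2577292 in the miR-122 library. After the synthetic hairpins were set aside, 1636481, 1791702 and 1947669 counts remained for endogenous miRNAs. At least 1 count was found for 1057, 1088 and 1066 mature miRNAs in the control, miR-1 and miR-122 libraries. Any count above 0, fractions included, was found for 1079, 1100 and 1082. With at least 10 counts required, these numbers were 505, 524 and 522. When rounded counts were down-sampled to the smallest library total, 1062, 974 and 963 were found; the induced miRNA took part of that total, so fewer endogenous counts were left in the miR-1 and miR-122 libraries than in the control. When the endogenous counts alone were down-sampled to the smallest endogenous total, 1054, 1064 and 1034 endogenous miRNAs were found. One count corresponded to 0.611 RPM in the control library, 0.346 RPM in the miR-1 library and 0.388 RPM in the miR-122 library. There were no replicates, and every interval below describes counting error within a library.

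The first comparison asked whether each induced miRNA was present in its own line and absent from the others. The endogenous gene MIR1-1 lies on chromosome 20 at 61151510 to 61151586 (GRCh37, plus strand), and MIR122 on chromosome 18 at 56118306 to 56118390 (GRCh37, plus strand). The counts below belong to the synthetic hairpins, which the authors listed in place of these genes, and a read from the endogenous gene would be counted in the same place. In the miR-1 library, miR-1-3p had 1100840 counts, or 38.06% of all miRNA counts (95% Wilson interval 38.00% to 38.11%), and ranked 1 among all mature miRNAs. It had 166 counts in the control library (101 RPM) and 369 in the miR-122 library (143 RPM). Relative to control and after scaling on endogenous miRNAs, miR-1-3p was 6179-fold higher in the miR-1 library (95% interval 5324 to 7261), a log2 ratio of 12.59. In the miR-122 library, miR-122-5p had 627576 counts, or 24.35% of all miRNA counts (95% Wilson interval 24.30% to 24.40%), and also ranked 1. The control and miR-1 libraries each had 10 counts of miR-122-5p. The difference from control was 53390-fold (95% interval 30483 to 116903), a log2 ratio of 15.70. The wide interval reflects the 10 counts in the control. The alternative that moved these ratios most was scaling by the total count with the induced miRNAs for miR-1-3p, which gave a log2 ratio of 11.87, and a pseudocount of 5 for miR-122-5p, which gave 15.19.

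**Figure D1:**
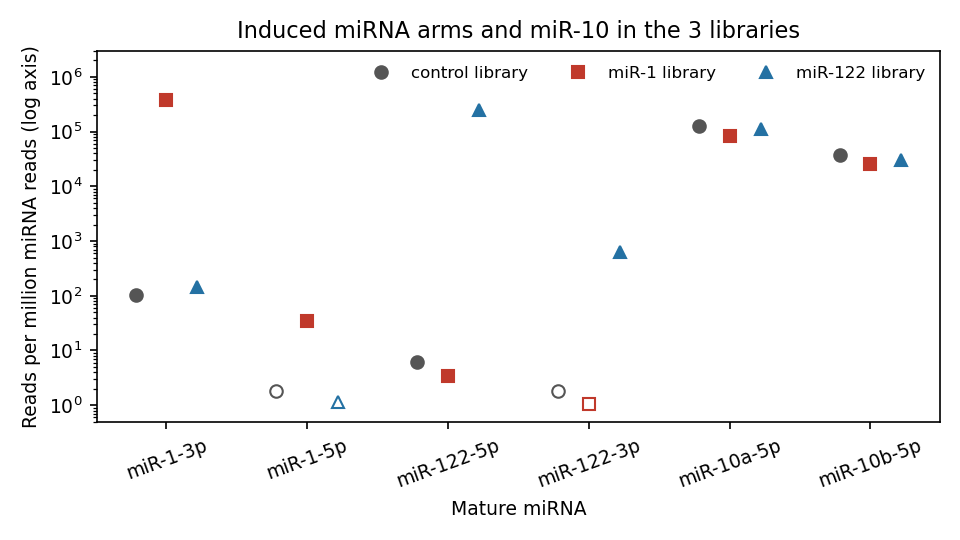
Abundance in RPM (log axis) of both arms of miR-1 and miR-122 and of miR-10a-5p and miR-10b-5p, with 1 point per library (circle, control; square, miR-1; triangle, miR-122); open symbols mark a count of 0 and are drawn at the level of 3 counts. The point for miR-1-3p stands at 380560 RPM in the miR-1 library and that for miR-122-5p at 243502 RPM in the miR-122 library.

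The next question was which arm of each hairpin accumulated. In the miR-1 library the passenger arm miR-1-5p had 98 counts, so that the guide arm made up 99.991% of the counts of both arms (95% Wilson interval 99.989% to 99.993%), or 11233 guide counts per passenger count. In the miR-122 library the passenger arm miR-122-3p had 1635 counts, and the guide arm made up 99.74% (95% Wilson interval 99.73% to 99.75%), or 384 guide counts per passenger count. Neither passenger arm was counted in the libraries without its hairpin; a count of 0 allowed up to 1.83 RPM in the control library, 1.04 RPM in the miR-1 library and 1.16 RPM in the miR-122 library.

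The induced miRNAs were then compared with miR-10, taken here as the sum of miR-10a-5p and miR-10b-5p. The qPCR primer of the study carries the miR-10a sequence; whether it also detects miR-10b was not tested here. In the control library, miR-10a-5p was the most abundant endogenous miRNA with 210754 counts (12.9% of endogenous counts), and miR-10b-5p ranked 6 with 61639 counts. The gene MIR10B lies in an intron of HOXD3 on chromosome 2 at 177015031 to 177015140 (GRCh37). Within the miR-1 library, miR-1-3p had 3.45 times the counts of miR-10a-5p and miR-10b-5p together (95% interval 3.43 to 3.46). Within the miR-122 library, miR-122-5p had 1.72 times the counts of the pair (95% interval 1.71 to 1.73). The choice of reference moved these ratios most: against miR-10b-5p alone they were 14.9 and 8.15, and against miR-10a-5p alone 4.49 and 2.18. These ratios are of sequenced reads, in which ligation efficiency differs between miRNAs, and no calibration of that efficiency was used here.

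The final set of comparisons asked whether the endogenous miRNA profile differed between the libraries. Across 514 endogenous miRNAs, Pearson's r of log2 scaled counts was 0.991 between the miR-1 and control libraries, 0.974 between miR-122 and control, and 0.973 between miR-1 and miR-122. These are correlations across miRNAs, which are not independent replicates. Counting noise alone gave median values of 0.995 in each case. The alternative that moved r most was the absence of a filter for miR-1 and control, at 0.964. The spread of log2 ratios was 0.31 for miR-1 to control, 0.52 for miR-122 to control and 0.42 for miR-1 to miR-122. Simulated libraries with counting noise alone had median spreads of 0.15 in all 3 comparisons, and the central 95% of draws reached at most 0.17.

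At an adjusted p under 0.05 in the exact binomial read test and at least 2-fold, 7 endogenous miRNAs differed between the miR-1 and control libraries, 5 higher and 2 lower in miR-1; at 1.5-fold the balance was 10 higher and 16 lower. Between miR-122 and control 39 differed, 14 higher and 25 lower in miR-122; among those with a mean count of at least 100 it was 6 higher and 4 lower. Between miR-1 and miR-122 28 differed, 17 higher and 11 lower in miR-1. At most 2, 1 and 1 such miRNAs appeared in any of 1000 simulations of counting noise. These tests compare the libraries, not the conditions, and say nothing about variation between cultures. With an assumed biological coefficient of variation of 0.2, edgeR's exact test called 0, 7 and 3 miRNAs, and 5, 41 and 33 at an unadjusted p under 0.05. Most calls were of miRNAs with mean counts of 10 to 100: 6 of 7, 29 of 39 and 20 of 28. Of all 514 miRNAs, 96.7% lay within 2-fold in miR-1 to control, 90.5% in miR-122 to control and 91.4% in miR-1 to miR-122.

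**Figure D2:**
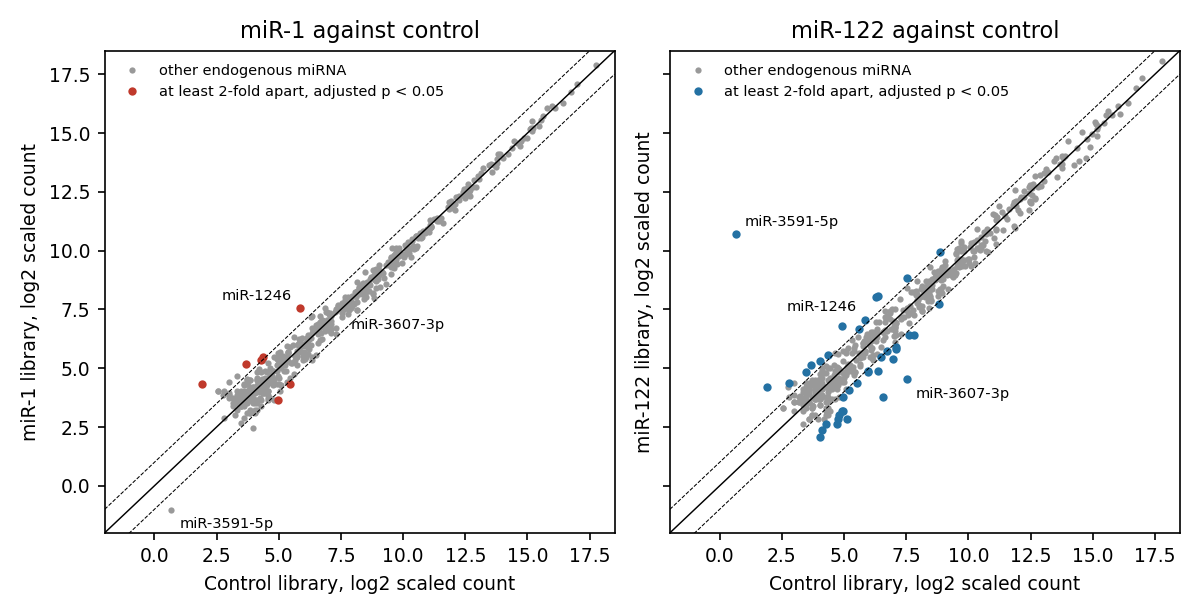
Log2 scaled counts of 514 endogenous miRNAs in the miR-1 library (left, vertical axis) and the miR-122 library (right, vertical axis) against the control library (horizontal axes), 1 point per miRNA; the solid line marks equality, dashed lines a 2-fold difference, and coloured points the 7 and 39 miRNAs past both thresholds. Most coloured points lie at low counts, and miR-3591-5p stands apart in the miR-122 library.

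The 5 most abundant endogenous miRNAs of the control library differed between libraries by less than the spread of each comparison with control. After miR-10a-5p, these were miR-148a-3p with 122214 counts, miR-92a-3p with 104530, miR-7-5p with 82045 and miR-20a-5p with 65565. Their log2 ratios of miR-1 to control ran from -0.13 for miR-7-5p to 0.12 for miR-10a-5p, and those of miR-122 to control from -0.26 for miR-20a-5p to 0.34 for miR-148a-3p. MIR148A lies on chromosome 7 at 25989539 to 25989606 (GRCh37), in an intron of a long non-coding RNA. Both miR-7-5p and miR-92a-3p arise from more than 1 hairpin, so their counts cannot be assigned to a single gene.

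Among miRNAs with a mean count of at least 100, the highest ratios of miR-1 to control were those of miR-1246 (log2 1.69, from 54 to 187 counts), miR-1268a (log2 0.90) and miR-1268b (log2 0.85). The same 2 miR-1268 entries were among the 3 highest in miR-122 to control, at log2 1.74 and 1.72; they share reads, and their values are not separate measurements. MIR1268A lies between genes on chromosome 15 at 22513229 to 22513280 (GRCh37). The lowest ratios of miR-1 to control included miR-590-3p (log2 -0.85, from 429 to 254 counts) and miR-652-5p (log2 -0.82, from 147 to 89 counts). In miR-122 to control, miR-590-3p (log2 -1.12) and miR-652-5p (log2 -0.84) were also lower, and miR-1246 was also higher (log2 1.20). Because the control library is shared, these differences are not particular to the miR-1 library. MIR590 lies in an intron of EIF4H on chromosome 7 at 73605528 to 73605624, and MIR652 in an intron of TMEM164 on chromosome X at 109298557 to 109298654 (GRCh37). The remaining entry, miR-3591-5p, had 1 count in control and 0 in miR-1, under the limit of 3 counts in both, so no ratio is given.

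In the miR-122 library, miR-3591-5p had 1756 counts, at least 523-fold higher than control after scaling. The RefSeq annotation places MIR3591 within MIR122, so reads of the induced hairpin can overlap this entry; the strand and the source of its reads were not analysed here. The lowest ratio was that of miR-3607-3p, which had 175 counts in control and 24 in miR-122, 8.02-fold lower after scaling. MIR3607 lies in an exon of COX7C on chromosome 5 at 85916323 to 85916385 (GRCh37), and the annotation classes it as a snoRNA. Next lowest among miRNAs with a mean count of at least 100 was miR-210-3p (log2 -1.42, from 213 to 89 counts). After it came miR-33a-5p (log2 -1.21, from 186 to 90 counts). MIR210 lies in an intron of MIR210HG on chromosome 11 at 568089 to 568198, and MIR33A in an intron of SREBF2 on chromosome 22 at 42296948 to 42297016 (GRCh37).

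The muscle miRNAs set beforehand had low counts. In the control, miR-1 and miR-122 libraries, miR-133a-3p had 13, 7 and 15 counts, miR-133b had 1, 0 and 0, and miR-206 had 0, 0 and 3. No count of miR-208a-3p or miR-208b-3p was found in any library, and miR-499a-5p had 41, 59 and 66.

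For miRNA lists, the median log2 ratio was compared with random lists of equal size and mean count. The median of the 9 let-7 family miRNAs was -0.20 in miR-1 to control, at percentile 0.910 of the random lists, with 7 of 9 lower. In miR-122 to control it was -0.17, at percentile 23.6, with 6 of 9 lower. The median of the 13 miRNAs of the miR-17-92 and paralogous clusters was -0.10 in miR-1 to control, at percentile 14.7, and -0.42 in miR-122 to control, at percentile 0.350, with 10 of 13 lower in each comparison. Under each of the 4 scalings these medians were below 0, and relative to the median of all endogenous miRNAs they were -0.19 and -0.13 for let-7 and -0.10 and -0.38 for the clusters. Scaling by the total count with the induced miRNAs moved the median of all endogenous miRNAs to -0.73 in miR-1 to control and -0.53 in miR-122 to control. Members of a family share sequence and members of a cluster share a transcript, so neither list is a set of independent measurements.

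The log2 ratios of the comparisons with control shared the control library. Their Pearson r across 514 miRNAs was 0.279. Unchanged libraries simulated against the same control gave a median r of 0.509 (central 95% of draws 0.427 to 0.581). Their extra noise had the same level in all libraries, set from the spread of miR-1 to miR-122. Counting noise alone gave a median r of 0.518. Without miR-3591-5p, r was 0.469, and that single entry decided the difference from the simulations. Spearman's rho was 0.452, against a central 95% of 0.409 to 0.552. Of the miRNAs past both thresholds, 5 were shared by the comparisons with control, and all 5 went in the same direction. The simulated unchanged libraries shared a median of 2 such miRNAs (central 95% of draws 0 to 6), of which 99.9% went in the same direction. Neither the overlap nor its direction exceeded these simulations. A single noise level cannot match the unlike spreads of the comparisons with control, 0.31 and 0.52, so this does not settle whether the overlap is unusual.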

Values the study reported

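By qPCR, the study reported miR-1 levels 2-fold above those of miR-10, and miR-122 levels close to those of miR-10.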

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

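The test of the arm ratio below was chosen only after the counts had been seen. The table held an artificial hairpin, i-2.2, that belongs to none of the 3 libraries' vectors. Its 5p arm had 120 counts and its 3p arm 7 counts in the control library, above the limit of 3 counts that a count of 0 allows, while both arms had 0 counts in the miR-1 and miR-122 libraries. It drew attention because it is a signal outside the comparisons of the report. In the authors' pooled total, which includes libraries not analysed here, i-2.2 had 280368 counts of the 5p arm and 16654 of the 3p arm. A candidate explanation is reads carried over from a library outside the 3 analysed, by sample contact or index misassignment. The paper's supplement also lists an RNA named Inert2.2-5p as a qPCR spike-in and an inert2.2 duplex as a control mimic. Whether either reagent was a source of these counts was not tested. The ratio of 5p to 3p counts was 17.1 in the control library and 16.8 in the pooled total, and a two-sided Fisher's exact test found no difference (p = 1). The 7 counts of the 3p arm limit that test. It does not separate carried-over reads from a few i-2.2 cells in the control culture, which would give the same arm ratio. No biological explanation was tested. The scaling used endogenous miRNAs and did not include these counts.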

How the results depend on the processing

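Alternatives added after the data were seen were the count of calls without both arms of miR-3591, the other definition of the exact p, and detection at any count above 0 or in down-sampled endogenous counts; all others were set before the data were examined. No paired analysis was possible because each group held 1 library. Over 25 results, 112 alternatives set beforehand and 10 added ones were computed; 67 stayed within the limits set for a result and 55 moved. Of the 67, 4 could not move, because the guide arm shares and miR-10 ratios rest on miRNAs with 1 hairpin each and the alternative replaced a sum over hairpins. No ratio, correlation or list median changed sign, but the balance of higher and lower calls did, as given below. Limits were 1.5 times for counts of miRNAs, the direction and read test for the ratios of the induced miRNAs, and 95% counting intervals for all other values; these intervals are narrow at this depth, so many small shifts passed them. Causes were not tested except where the construction of an alternative shows them.

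The log2 ratios of miR-1-3p and miR-122-5p to control kept their direction and read-test call under all 5 alternatives for each, from 11.87 to 12.60 and from 15.19 to 15.72. Counting the highest hairpin in place of the sum lowered the library totals and raised the shares of miR-1-3p to 41.5% and of miR-122-5p to 27.2%; counting both arms gave 24.41% for miR-122. The miR-10 ratios were 4.49 and 2.18 against miR-10a-5p alone, which was also the most abundant endogenous miRNA in both libraries, and 14.9 and 8.15 against miR-10b-5p alone. With at least 10 counts required, 505, 524 and 522 miRNAs were detected in control, miR-1 and miR-122.

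For endogenous profiles, values follow the order miR-1 to control, miR-122 to control, miR-1 to miR-122. Without a filter, r was 0.964, 0.954 and 0.955 and the spread 0.663, 0.956 and 0.858. With a mean count of at least 100, r of the comparisons with miR-122 was 0.954 and 0.948, and the spread was 0.243, 0.426 and 0.332. Both r include miR-3591-5p (mean count 586), at least 523-fold higher in miR-122 than in control. They were not computed without it, so they do not show that abundant miRNAs agree less. A pseudocount of 5 gave r of 0.980 and 0.981 for the comparisons with miR-122, and a spread of 0.475 for miR-122 to control. Spearman's rho was 0.980, 0.957 and 0.960. Without the 10 most abundant miRNAs, r of miR-1 and miR-122 was 0.969. The SD was 0.440, 0.766 and 0.769, and that of the comparisons with miR-122 also includes the large difference of miR-3591-5p. The correlation of the comparisons that share the control was 0.0226 at a mean count of at least 100, 0.457 without a filter and 0.452 as Spearman's rho. The value of 0.0226 includes miR-3591-5p and was not computed without it.

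Counts of miRNAs at least 2-fold apart changed with the filter, the fold limit, the test and the scaling. A mean count of at least 100 left 1 (higher), 10 (6 higher, 4 lower) and 8 (4 higher, 4 lower), with fewer miRNAs tested; for miR-122 to control the balance was then the opposite of the 14 higher and 25 lower among all 39. Without a filter, 4 were called for miR-1 to control, with more miRNAs in the adjustment. At 1.5-fold there were 26 (10 higher, 16 lower), 82 (31 higher, 51 lower) and 59 (37 higher, 22 lower); for miR-1 to control most were lower, against 5 higher and 2 lower at 2-fold. The edgeR test with an assumed coefficient of variation of 0.2 called 0, 7 and 3. Scaling by the total count with the induced miRNAs, which lowers every endogenous miRNA in the induced libraries, gave 99 calls for miR-1 to control (1 higher, 98 lower) and 88 for miR-122 to control (5 higher, 83 lower); for miR-1 to miR-122 it gave 33, of which 13 were higher and 20 lower, against 17 and 11. The exact p by small probabilities gave 7, 40 and 30, and leaving out miR-3591 gave 38 for miR-122 to control.

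The list medians of let-7 under scaling by the total count with the induced miRNAs were -0.92 in miR-1 and -0.66 in miR-122, and those of the miR-17-92 and paralogous clusters -0.83 and -0.91. Total endogenous scaling gave -0.51 for the clusters in miR-122. A mean count of at least 100 gave -0.055 and -0.34 for the clusters.

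Depth limits the ratio of miR-122-5p to control, which rests on 10 control counts, and the calls among miRNAs with mean counts of 10 to 100.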

Other observations

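The tests of the background counts, of miR-3591 and of snoRNA-overlapping entries were chosen only after the results had been seen. In all, 15 tests were run for the closing section without correction for their number.

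Low counts of the induced miRNAs appeared in libraries that lacked their vector. If reads had been misassigned between libraries at one common rate, the control counts would be in proportion to those of the source libraries. The rate of miR-1-3p in the control was 9.46 times that of miR-122-5p (Fisher's exact test, two-sided, p = 1.26e-21): at the miR-1-3p rate, 94.6 counts of miR-122-5p would be present and 10 were. A common rate alone therefore does not account for both counts. Equal low expression of endogenous miR-1 in all cells would give equal scaled counts, but miR-1-3p was higher in the miR-122 library than in the control by a log2 ratio of 0.99, close to the limit of 1.03 set by 2 spreads of endogenous miRNAs, though the counts differed beyond counting error (p = 4.08e-14, exact binomial test). With 1 library each, low endogenous expression and other sources of these counts cannot be told apart.

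Of the miR-3591-5p counts in the 3 libraries, 99.9% lay in the miR-122 library, and the annotated MIR3591 hairpin lies within MIR122. That share is the observation itself, and a rise of miR-3591 in that library would give the same value. Reads divided between hairpins can leave fractions, and the miR-122 library had none for miR-3591-5p (1756 counts) or miR-122-3p (1635 counts). Divided reads can also add up to whole numbers, so these counts do not exclude them. Reads of the induced hairpin counted at this entry and a separate rise of miR-3591 therefore cannot be told apart. The strand of these reads was not analysed here.

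More endogenous miRNAs were 2-fold apart than counting noise gave: at most 2 in 1000 simulations for miR-1 to control, where 7 were observed, and at most 1 for miR-122 to control, where 39 were observed. Counting noise alone is thus argued against. Over the 84.0% of miRNAs with a GC value, the correlation of the log2 ratio with hairpin GC content was -0.00192 for miR-1 to control, within the random range, which argues against GC content there. For miR-122 to control it was 0.123, beyond the random range up to 0.0940, so GC content was weakly associated with these ratios; removal of the linear trend left 26 of 28 calls, which argues against it as the whole cause. Variation between cultures stays open. In simulations without any change, a coefficient of variation of 0.2 gave a median of 17 and at most 26 calls, and 0.3 gave a median of 63. The 7 calls for miR-1 lay below the first median, and the 39 for miR-122 above the highest count at 0.2 but below the median at 0.3. Without the fold limit, a coefficient of 0.2 gave a median of 192.5 read-test calls, against 130 for miR-1 to control and 218 for miR-122 to control. That setting was thus too large for miR-1 to control, and the place of its 7 calls, or 0 edgeR calls, below it decides nothing. The size of the variation between these cultures is unknown, so the numbers of calls alone do not show an effect of the induced miRNAs. They do not speak for single large differences: edgeR's exact test at an assumed coefficient of variation of 0.2 still called 7 miRNAs for miR-122 to control, among them miR-3591-5p. An effect of miR-122 or miR-1 on these miRNAs was not tested, since each group held 1 library.

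If differences arose before hairpin processing, both arms of a hairpin would be expected to move together. Over 123 hairpins with both arms past the filter, the correlation of the log2 ratios of the arms was -0.0489 for miR-1 to control and 0.0915 for miR-122 to control, within the range of random re-pairings in both. For neighbouring miRNA genes within 10 kb, over 59 pairs, r was 0.233 for miR-1 to control, inside the random range up to 0.246, and 0.266 for miR-122 to control, just beyond the range up to 0.249. The last value is small, passed its limit narrowly and was 1 of 15 tests, and whether it differs from the miR-1 value was not tested.

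The positive correlation between the comparisons with control needs no common effect: 100% of simulations of unchanged libraries gave an r at least as high as observed. The observed r lay below the simulated range because of miR-3591-5p.

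Several miRNA entries that overlap snoRNA genes were lower in the miR-122 library. The median log2 ratio of all 7 such entries was -1.39 in miR-122 to control, at percentile 0.0100 of 10000 random lists matched on mean count, and -0.26 in miR-1 to control, within the random range. Fewer snoRNA fragments in the miR-122 library may be the reason, but 4 of the 7 entries had prompted the test, which makes it circular. The other 3 had a median of -0.17 in miR-122 to control and a lower one, -0.60, in miR-1 to control, so they show no drop particular to the miR-122 library. The explanation therefore stays open, for lack of entries that did not prompt it.

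In the read counts, miR-1-3p was 3.45 times the level of miR-10a-5p and miR-10b-5p together and 4.49 times that of miR-10a-5p alone, the miRNA whose sequence the study's qPCR primer carries. That is higher than the value quoted from the study above. For miR-122-5p these ratios were 1.72 and 2.18. That is also higher than the level quoted from the study above, which came from qPCR and not from read counts.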
